A study of Mus musculus with 74 samples.

How the data were processed

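The series holds 74 mouse samples: 31 RNA-seq libraries, 38 ATAC-seq samples and 5 ChIP-seq samples. One table of RNA-seq counts was used, and the ATAC-seq and ChIP-seq samples were not analysed here. The samples were grouped by the title that the submitters gave each one, and the replicate numbers were taken from the same titles. Every group held 2 RNA libraries except the libraries labelled as Cdx2 knockout with deletion at E10, of which there were 3.

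Per the labels' protocols, the embryonic epithelium at E12, E14 and E16 was digested with trypsin and sorted for the epithelial surface protein Epcam. The E18 and adult epithelium was released from villi with EDTA. The embryonic libraries were made with the SMARTer-Seq v4 low-input kit and the adult libraries with the TruSeq kit, per the labels, and both were read as 75 bp single-end reads. The values used are the raw read counts per gene symbol that the authors deposited, as whole numbers with no normalization. The aligner, the counting program, its strand setting, the genome build and the annotation are not stated in the labels or in the table. For that reason no coordinates are given. Genes that overlap, lie antisense to each other or have near-identical copies could therefore have been counted together or apart. The table lists 24015 gene symbols, of which 22709 matched the mouse gene name table used here.

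The adult columns of the deposited count table were out of register with the gene names. Each adult column has a blank cell in the rows of Stk33 and Txndc2, and the values below each blank sit 1 row and then 2 rows too low. The blanks were closed up before any test. Over the 1676 genes between the blanks, the Spearman correlation across genes of the adult libraries with the E18 WT libraries was 0.282 to 0.297 as deposited and 0.931 to 0.962 after realignment. Over the 1730 genes below the second blank it was 0.483 to 0.495 as deposited and 0.957 to 0.973 after realignment. With the columns realigned, each of the 31 libraries was checked against the mean of the E18 WT libraries in 42 windows of 500 rows. Of these, 0 windows fitted that mean better when shifted by 1 or 2 rows. Windows with few expressed genes were skipped. The E18 WT libraries are part of the mean, so their own result was largely fixed in advance. The table also has 2 columns that match no sample of the series as used here, and these were not used.

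Total counts per library ran from 5970227 to 62463167, with a median of 21910062. The labels give the cell type of the E12 and E14 small intestine libraries as midgut. A gene at 3 counts or fewer in a library was treated as at the floor. Where all libraries of a group were at the floor, a fold was computed against the floor and is given as a lower bound. Reads without molecular identifiers are not independent molecules, so floors cover counting error only.

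Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at its minimum count of 10, and the quasi-likelihood functions estimateDisp, glmQLFit and glmQLFTest. The 27 embryonic libraries in 13 groups were fitted together, so that they shared an estimate of the spread, and the 4 adult libraries were fitted apart. The filter kept 17239 genes in the embryonic fit and 12444 in the adult fit. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was at least 1 in either direction. Interactions were tested as differences between log2 fold changes in the same fit. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are counts scaled by the TMM-adjusted library size.

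Gene sets came from the WT organs at E14, which share no library with the comparisons they were used in. The forestomach, hindstomach and intestine sets hold genes called higher in that organ than in both others, and the shared stomach set holds genes called higher in both stomach regions than in the intestine and in neither of the first sets. They were tested with camera in limma 3.58.1, with its inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 20 set tests. Correlations between libraries were Spearman's, over log2 CPM with a prior count of 2.

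The genes named in the text follow a rule fixed before the data were examined. Cdx2 was read in every library first. A list of 20 genes, 10 intestinal and 10 of the stomach, was followed in the knockout comparisons and between organs at E16. For each knockout comparison, the 3 called genes per direction with the largest log2 fold change were added, and 2 per direction for each organ comparison at E16. The lower genes of hindstomach against small intestine at E16 are not reported here. Genes so added had to have an average log2 CPM of at least 2 and groups that did not overlap. Other genes named in the closing section, Xist and Ddx3y, were chosen after the data were seen.

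The tests were run on simulated counts with known changes. In 27 simulated embryonic libraries, 163 of 200 genes changed by known folds were recovered among 16647 tested, with 8 false calls. In 4 simulated adult libraries, 187 of 200 were recovered among 12222 tested, with 7 false calls. Apart from the changed genes, all simulated groups had the same means, and all libraries shared 1 spread per gene. Real replicate pairs differed by chi-squares per degree of freedom from 1.56 (E18 WT) to 146 (labelled deleted at E10). Between deletions at E10 and E13, 57.4% of genes were called. The simulation therefore cannot show the errors under unequal spread or where many genes change.

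Alternatives were RLE scaling, DESeq2 1.42.0, no filter, no fold change minimum, a fit of only the groups compared, the replicate number as a block, each replicate left out in turn, all 31 libraries in one fit for the adult comparison, sets defined at E16 (which share the E16 WT libraries with the comparisons labelled E10 and E13), the fry set test and a prior count of 0.5. Replicate numbers are shared between groups in the titles, and no label says that libraries with the same number come from the same litter or batch. Alternatives chosen after seeing the data were the adult rows as deposited, the adult genes above the first blank, a crossed block for the adult libraries, embryonic libraries thinned to 5970227 counts each, and genes over 1 percent of any library left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.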

Results

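RNA-seq counts were available for epithelium of the mouse embryonic gut and adult ileum in 31 libraries. WT forestomach, hindstomach and small intestine were sampled at E12, E14 and E16, with 2 libraries per organ and stage. WT small intestine was also sampled at E18, with 2 libraries. The forestomach is the squamous part of the mouse stomach and the hindstomach its glandular part. Cdx2 encodes a homeodomain transcription factor of the intestinal epithelium. Libraries labelled as Cdx2 knockout came from small intestine at E16 after deletion at E10 with Shh-Cre (3 libraries), at E16 after deletion at E13 (2 libraries), and at E18 after deletion at E15 (2 libraries). The deletions at E13 and E15 used Villin-Cre and 5 mg of tamoxifen by mouth. Adult ileum villi came from Villin-Cre animals given 1 mg of tamoxifen on 5 days (2 libraries) and from animals without Cre given oil (2 libraries). Total counts were 5970227 to 62463167 in the 27 embryonic libraries and 14788004 to 23164522 in the 4 adult libraries. The shallowest were the E16 forestomach libraries, at 5970227 and 6335340. Embryonic WT mice were CD1 and the knockout animals of a mixed inbred background, so strain and genotype could not be told apart in the embryonic comparisons. The adult groups shared a background. Cre was used in every knockout group, and tamoxifen in those labelled E13, E15 and adult. The adult WT had no Cre and were given oil, and the labels list no tamoxifen for embryonic WT. Effects of Cre or tamoxifen could therefore not be told apart from loss of Cdx2 in the comparisons with WT.

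Cdx2 was read in every library first, since it checks the labels. In WT small intestine it stood at 134 ± 26.9 CPM at E12, 138 ± 20.5 at E14, 207 ± 15.6 at E16 and 203 ± 4.24 at E18 (SD, n = 2 each). The 3 libraries labelled deleted at E10 held 14.5 to 27.5 CPM, or 173 to 261 counts, a log2 fold change of -3.40 (SE 0.27) against E16 WT with an edgeR adjusted p of 3.0e-09. The libraries labelled deleted at E13 held 213 and 217 CPM and did not differ from E16 WT (log2 fold change 0.05, SE 0.28, edgeR adjusted p 0.905). Those labelled deleted at E15 held 388 and 371 CPM against 200 and 206 in E18 WT, a log2 fold change of 0.90 (SE 0.28, edgeR adjusted p 0.0206). The adult libraries labelled knockout held 472 and 462 CPM against 242 and 248 in WT, a log2 fold change of 0.93 (SE 0.12, edgeR adjusted p 0.00731). With all 31 libraries in one fit this was 1.06 and was called. Cdx2 counts therefore went against the knockout label at E13, E15 and in the adult, and every direction given below for these groups is that of libraries so labelled. Counts per gene cannot show whether one exon was removed. In the stomach, Cdx2 stood at 138 ± 31.1 CPM in E12 hindstomach, as high as in E12 small intestine, and at 9.45 ± 4.6 in E14 and 12.6 ± 0.636 in E16 hindstomach (SD, n = 2 each). In forestomach it was 2.24 ± 0.127 CPM at E12 (SD, n = 2), had 0 counts in both E14 libraries, where 3 counts correspond to 0.108 and 0.128 CPM, and had 0 and 3 counts at E16.

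**Figure D1:**
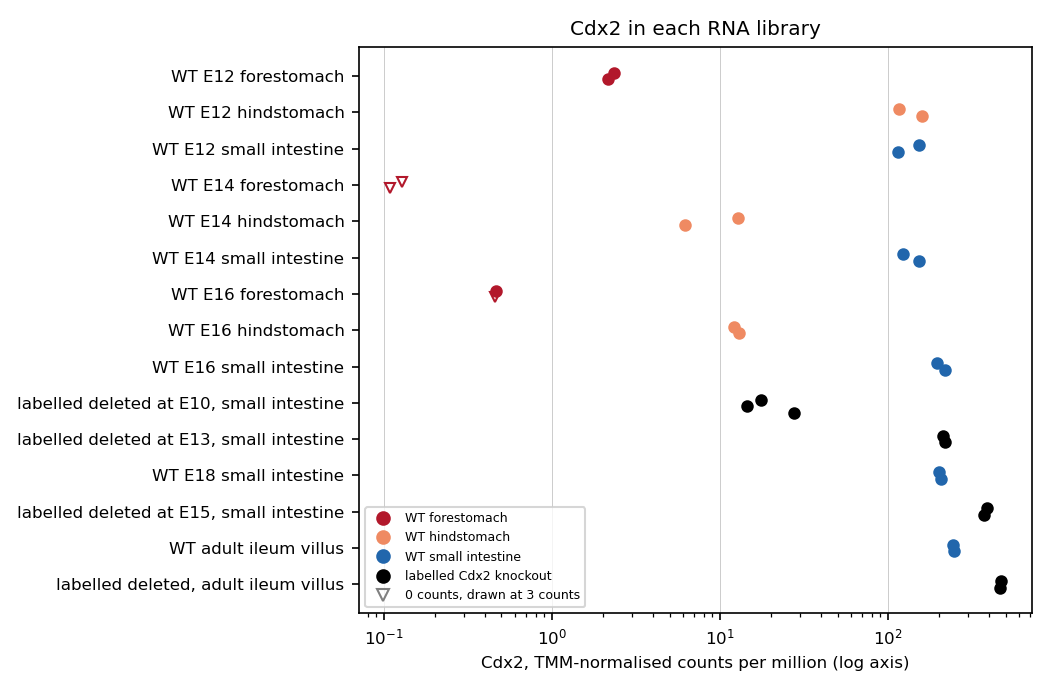
TMM-normalised Cdx2 counts (CPM) in each of the 31 libraries on a log axis, by group, with WT organs in colour, libraries labelled knockout in black and libraries with 0 counts as open triangles drawn at 3 counts. The 3 libraries labelled deleted at E10 sit between 14.5 and 27.5, while those labelled deleted at E13, E15 and in the adult sit at or above their WT groups.

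The organ comparisons asked how far the 3 epithelia differ at each stage. At E12, 1226 of 17239 tested genes were called between forestomach and hindstomach (488 higher in forestomach), 1740 between forestomach and small intestine (926 higher) and 1599 between hindstomach and small intestine (966 higher). A fit of only the groups compared moved the counts with small intestine most, to 122 genes for hindstomach against small intestine at E12. It also reversed the larger direction at E12, to 75 higher and 113 lower for forestomach and 56 higher and 66 lower for hindstomach against small intestine. In the E16 forestomach libraries, 29 marker genes of blood, mesenchyme and immune cells took 3.97% and 4.96% of the counts, against at most 1.14%, in E16 hindstomach, in the other 18 WT embryonic libraries. At E14 the counts were 1459 (491 higher), 2059 (803 higher) and 1178 (601 higher) in the same order. At E16 they were 3464 (1081 higher), 6037 (3213 higher) and 4422 (3025 higher). The share called higher in forestomach than in hindstomach at E16 was 31.2% with TMM and 43.5% with RLE scaling (43.0% with DESeq2), which moved the median log2 fold change of all genes by 0.20. Whether the organ difference itself changed between E12 and E16 was tested as an interaction, which called 3489 genes for forestomach against hindstomach, 5312 for forestomach against small intestine and 3504 for hindstomach against small intestine. The shares higher in the first of these were 36.5% with TMM and 48.0% with RLE (47.6% with DESeq2).

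**Figure D2:**
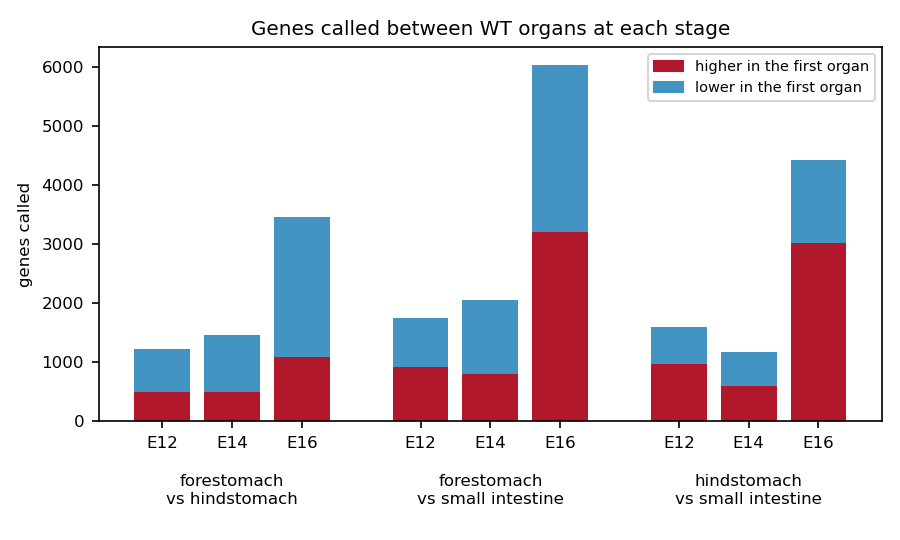
Number of genes called between WT organs (vertical axis) at E12, E14 and E16 for each organ pair, split into genes higher and lower in the first organ. The bars at E16 reach 3464, 6037 and 4422 genes, against 1226, 1740 and 1599 at E12.

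Of the 1226 genes called between forestomach and hindstomach at E12, 202 were called in the same direction at E16 and 313 in the opposite direction. For forestomach against small intestine, 596 of 1740 kept their direction at E16 and 354 were opposite, and for hindstomach against small intestine 454 of 1599 kept it and 288 were opposite. Spearman correlations across genes between libraries of different organs fell between E14 and E16 in all 3 pairs. Genes are not independent replicates, so these values describe the libraries. The mean over 4 library pairs of forestomach with small intestine was 0.939 ± 0.0173 (SD) at E12, 0.934 ± 0.0035 at E14 and 0.7895 ± 0.0021 at E16, where replicates of the same organ correlated at 0.977 and 0.985. Without the filter on low counts the value at E16 was 0.843. Hindstomach and small intestine stood at 0.938, 0.961 and 0.880 at E12, E14 and E16, and forestomach and hindstomach at 0.949, 0.954 and 0.881.

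At E16 most genes of the fixed list separated the organs. Cdx1 and Isx had 0 counts in both forestomach libraries and were at least 676-fold and at least 262-fold lower there than in small intestine (edgeR adjusted p 6.4e-08 and 3.0e-06). Cdx2 was at least 449-fold lower in forestomach than in small intestine (edgeR adjusted p 1.3e-10) and lower in hindstomach by a log2 fold change of -4.04 (SE 0.32, edgeR adjusted p 2.8e-08). Sox2 did not differ between the stomach regions (log2 fold change 0.42, SE 0.43, edgeR adjusted p 0.502). It was higher in each than in small intestine, with log2 fold changes of 6.51 and 6.09. Leaving out each library in turn gave 5.565 to 12.868 and 5.149 to 12.451 for these. Krt5 reached 1550 ± 268 CPM in forestomach, 19.3 ± 1.89 in hindstomach and 0.252 ± 0.356 in small intestine (SD, n = 2 each). Cldn18 was at 458 ± 15.7 CPM in hindstomach, 11.3 ± 1.13 in forestomach and 2.15 ± 0.802 in small intestine (SD, n = 2 each). Lgr5 did not differ between hindstomach and small intestine (log2 fold change 0.17, SE 0.32, edgeR adjusted p 0.715). Tff1 had 0 counts in every library of these groups and was not tested.

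Outside the list, the largest changes between forestomach and hindstomach were Fzd10 (at least 77-fold higher in forestomach) and Wnt10a (log2 fold change 8.36, SE 1.41, edgeR adjusted p 0.000509), and in the other direction Vil1 (at least 121-fold lower) and Prss2 (at least 101-fold lower). Against small intestine, Krtdap was at least 1340-fold and 2300002M23Rik at least 763-fold higher in forestomach, and Muc13 and Vil1 at least 2020-fold and at least 1190-fold lower. DESeq2 did not call 2300002M23Rik (adjusted p 0.122). In hindstomach against small intestine, Fer1l4 and Trpm5 were at least 110-fold and at least 105-fold higher. Prss2 belongs to a family of near-identical genes whose reads the counting could have split.

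Within each organ, more genes were called from E14 to E16 than from E12 to E14. Forestomach had 2192 and then 6494, hindstomach 2971 and then 3796, and small intestine 2795 and then 4415. For small intestine from E12 to E14, a fit of only the groups compared called 214 genes. Most calls in hindstomach from E14 to E16 were higher at E16 (2848 of 3796). This share of 75.0% fell to 58.1% without the fold change minimum (3536 higher and 2545 lower). In forestomach, 3587 of the 6494 were higher at E16, a share of 55.2% with TMM and 67.6% with RLE (66.6% with DESeq2), where RLE moved the median of all genes by 0.30. From E14 to E16 the share of muscle and mesenchyme markers rose in every organ. It went from 0.0117% and 0.0113% to 2.23% and 2.72% in forestomach. In hindstomach it reached 0.837% and 0.863%, and in small intestine 0.146% and 0.159%. The epithelial marker share fell in forestomach and rose in the other organs. RNA from other cells may therefore add to the calls from E14 to E16.

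The knockout comparisons asked what changes when Cdx2 is deleted at successive stages. Between the libraries labelled deleted at E10 and E16 WT small intestine, 8875 of 17239 genes were called, 4122 higher and 4753 lower. Leaving out each of the 3 knockout libraries gave 8376 to 8994 genes, and RLE moved the median of all genes by 0.14. RLE gave 4466 higher and 4336 lower and DESeq2 4458 and 4244, so the larger direction depended on the scaling. Muscle and mesenchyme markers took 0.146% and 0.159% of the counts in E16 WT and 0.00937% to 0.0145% in the libraries labelled deleted at E10. RNA from other cells in E16 WT may therefore add to the genes called lower, including those with the largest changes. The intestine set of 436 genes had a median log2 fold change of -2.30 (camera in limma, adjusted p 9.2e-11), with 285 of its genes called lower and 38 higher. The forestomach set (354 genes) had a median of 1.41 (camera in limma, adjusted p 0.000742) and the shared stomach set (173 genes) a median of 0.99 (camera in limma, adjusted p 0.000164). With sets defined at E16, which share the WT libraries compared here, the shared stomach median was 0.54 and its adjusted p in limma's camera 0.0914. The hindstomach set (239 genes) did not pass (median 0.27, camera in limma, adjusted p 0.0986).

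Of the 20 listed genes, 19 were tested and 17 called in the libraries labelled deleted at E10, and 17 when adjusted over the list alone. All 9 tested stomach genes were higher. DESeq2 did not call Muc2 (log2 fold change -2.10, adjusted p 0.113). Cldn18 rose from 2.15 ± 0.802 CPM (SD, n = 2) to 1190 ± 99.7 (SD, n = 3), a log2 fold change of 9.10 (SE 0.42, edgeR adjusted p 3.4e-12). Sox2 rose from 0.403 ± 0.569 to 62.8 ± 10.2 CPM (log2 fold change 7.22, SE 0.62, edgeR adjusted p 1.4e-08). The E16 WT pair held 0 and 16 counts of Sox2, and leaving out each library in turn gave 6.28 to 13.58. Sox21, Trp63 and Muc5ac were at least 270-fold, at least 103-fold and at least 108-fold higher. Cdx1 fell to 5.07 ± 4.81 CPM from 312 ± 17.6 (log2 fold change -6.06, SE 0.56, edgeR adjusted p 2.4e-08). Fabp1 and Fabp2 did not differ (log2 fold changes -0.34 and -0.38, edgeR adjusted p 0.436 and 0.136). Fabp1 at 1450 ± 1040 CPM varied more among the 3 libraries than between the groups, and the fit without replicate 1 turned its log2 fold change to 0.05. With the replicate block it was -1.16 and called (edgeR adjusted p 0.000271). The largest changes were Lypd2, Mir6236 and Serpinb5, at least 1280-fold, at least 4790-fold and at least 512-fold higher, and Gm17644, Mcoln3 and Vip, at least 43.3-fold, at least 268-fold and at least 37.2-fold lower. Mir6236 ranged from 1206 to 14779 counts among the 3 libraries, and its SD of 938 CPM exceeded its mean of 753 CPM. It is named as a microRNA, and what its reads come from was not tested, so its identity is uncertain.

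Between the libraries labelled deleted at E13 and E16 WT, 6807 genes were called, 3225 higher and 3582 lower. Across genes, these libraries had a mean Spearman rho of 0.921 with adult WT ileum and 0.840 with E16 WT small intestine. Muscle and mesenchyme markers took 0.00157% and 0.00167% of their counts, against 0.146% and 0.159% in E16 WT. RNA from other cells in E16 WT may add to the genes called lower here too. The shared stomach set had a median log2 fold change of 0.88 (camera in limma, adjusted p 0.000412) and the hindstomach set a median of 0.47 (camera in limma, adjusted p 0.00169). With sets defined at E16, these medians were -0.29 and 0, and neither passed. The intestine set did not pass (median -0.70, camera in limma, adjusted p 0.166), with 189 genes called lower and 109 higher, and neither did the forestomach set (median 0.04, adjusted p 0.166). Of the 19 listed genes tested, 10 were called, and 10 when adjusted over the list alone. Among the 10 intestinal genes, Cdx1 and Lgr5 were called lower and Fabp2 and Muc2 higher. DESeq2 did not call Cdx1 (adjusted p 0.107). Isx was called lower after thinning (log2 fold change -1.08, edgeR adjusted p 0.0378) and in the fit of only the groups compared (-1.04). Muc2 rose from 28.0 ± 5.80 to 927 ± 3.00 CPM (SD, n = 2 each, log2 fold change 5.05, SE 0.67, edgeR adjusted p 3.55e-06), and Lgr5 fell from 31.5 ± 8.74 to 1.84 ± 0.265 (log2 fold change -4.09, SE 0.37, edgeR adjusted p 2.6e-08). Of the 9 stomach genes tested, 6 were called, each of them higher. Muc5ac was at least 3880-fold higher at 611 ± 13.8 CPM, and Gkn1 rose from 0.151 ± 0.213 to 1250 ± 45.5 CPM (log2 fold change 12.91, SE 0.94, edgeR adjusted p 4.2e-08). Sox2 was not called (log2 fold change 1.67, SE 0.73, edgeR adjusted p 0.0659), although DESeq2 gave an adjusted p of 0.00941. Its log2 fold change ran from 0.72 to 8.02 when each library was left out. Trp63 was at the floor in both groups. The largest other changes were Cyp3a11 and Cyp2c29, at least 57900-fold and at least 3290-fold higher, and Hao2, Mcoln3 and Osr2, at least 618-fold, at least 571-fold and at least 352-fold lower. The Cyp genes have close paralogs, and DESeq2 did not call Cyp2c29 (adjusted p 0.0689).

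Between the libraries labelled deleted at E15 and E18 WT, 3015 genes were called, 1343 higher and 1672 lower. RLE gave 1074 higher and 1892 lower. Without the fold change minimum 2850 were higher and 2389 lower, so the larger direction depended on that minimum. The intestine set had a median log2 fold change of -0.87 (camera in limma, adjusted p 7.6e-07), with 138 genes called lower and 39 higher. The forestomach, hindstomach and shared stomach sets did not pass, with medians of 0, 0.09 and 0 and camera adjusted p of 0.441, 0.263 and 0.233 in limma. In these sets 31, 11 and 16 genes had 0 counts in all 4 libraries. Of the 19 listed genes tested, 7 were called, and 8 when adjusted over the list alone. Isx was among them, but not with DESeq2 (adjusted p 0.0599). Krt5 was not, but DESeq2 called it higher (log2 fold change 6.49, adjusted p 0.0104), on 0 and 63 counts in the libraries labelled deleted at E15. RLE moved the median of all genes by -0.12. Hnf4g fell from 514 ± 5.00 to 227 ± 16.1 CPM (SD, n = 2 each, log2 fold change -1.18, SE 0.31, edgeR adjusted p 0.00603). Lgr5 was called higher (log2 fold change 1.35, SE 0.33, edgeR adjusted p 0.00405). Cdx1 was called higher after thinning (log2 fold change 1.29) and Cdh17 lower (-1.50). The fit of only the groups compared called them too, but its spread came from replicate pairs that differed by chi-squares of 1.56 and 5.33 per degree of freedom, near counting noise. Gkn1 rose to 16.4 ± 0.832 CPM (log2 fold change 6.60, SE 1.00, edgeR adjusted p 0.000169) and Tff2 to 9.38 ± 0.990 CPM (log2 fold change 5.52, SE 0.71, edgeR adjusted p 8.3e-06). Sox2 had 0 counts in both groups. The largest changes were Cyp2d34, Stox2 and Kcnj15, at least 538-fold, at least 16.8-fold and at least 227-fold higher, and Enpp7, Car4 and Ccl24. Enpp7 fell from 402 ± 5.16 to 0.160 ± 0.153 CPM (log2 fold change -11.14, SE 0.59, edgeR adjusted p 4.4e-07), although DESeq2 gave it an adjusted p of 0.245. Car4 fell from 366 ± 9.64 to 0.390 ± 0.259 CPM (log2 fold change -9.78, SE 0.92, edgeR adjusted p 3.3e-07).

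In the adult ileum, 2544 of 12444 tested genes were called, 1047 higher and 1497 lower in the libraries labelled knockout. With all 31 libraries in one fit, 1374 were higher and 1335 lower, so the larger direction depended on the fit. Deviations of same-numbered adult libraries from their group means correlated at -0.15 across genes, so the replicate number was also used as a block, which called 2340 genes, and in a crossed pairing, which called 2582. The intestine set had a median log2 fold change of -0.50 (camera in limma, adjusted p 0.00134), -0.46 with the replicate block (adjusted p 0.0032 in limma) and -0.48 with the crossed block (adjusted p 0.00144 in limma). The hindstomach set had a median of 0.29 (camera in limma, adjusted p 0.0303), 0.31 with the block (adjusted p 0.00884 in limma) and 0.30 with the crossed block (adjusted p 0.0156 in limma). The shared stomach set (median 0.28, camera in limma, adjusted p 0.0563) and the forestomach set (median 0.04, adjusted p 0.296) did not pass, with adjusted p of 0.0819 and 0.252 under the block and 0.0635 and 0.22 under the crossed block in limma. Of the 14 listed genes tested, 8 were called, and 8 when adjusted over the list alone. Gkn2 was among them, but not with all 31 libraries in one fit (edgeR adjusted p 0.0886). Hnf4g fell from 439 ± 162 to 54.8 ± 16.8 CPM (SD, n = 2 each, log2 fold change -3.00, SE 0.37, edgeR adjusted p 0.00682), and Fabp1 rose from 264 ± 187 to 2130 ± 596 (log2 fold change 3.01, SE 0.59, edgeR adjusted p 0.0215). Tff2 and Gkn1 were at least 6.81-fold and at least 9.37-fold higher, at 1.22 and 1.68 CPM. The largest changes were Hmga2-ps1 and Cfhr2, at least 193-fold and at least 156-fold higher, Lcn2 (log2 fold change 12.06, SE 1.24, edgeR adjusted p 0.00497), Gsdmc3 (at least 1180-fold lower), Pla2g4c (log2 fold change -12.52, SE 0.51, edgeR adjusted p 0.000883) and Enpp7 (log2 fold change -12.02, SE 0.40, edgeR adjusted p 0.000718). Hmga2-ps1 is named as a pseudogene and Gsdmc3 has close paralogs, so their identity is uncertain.

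**Figure D3:**
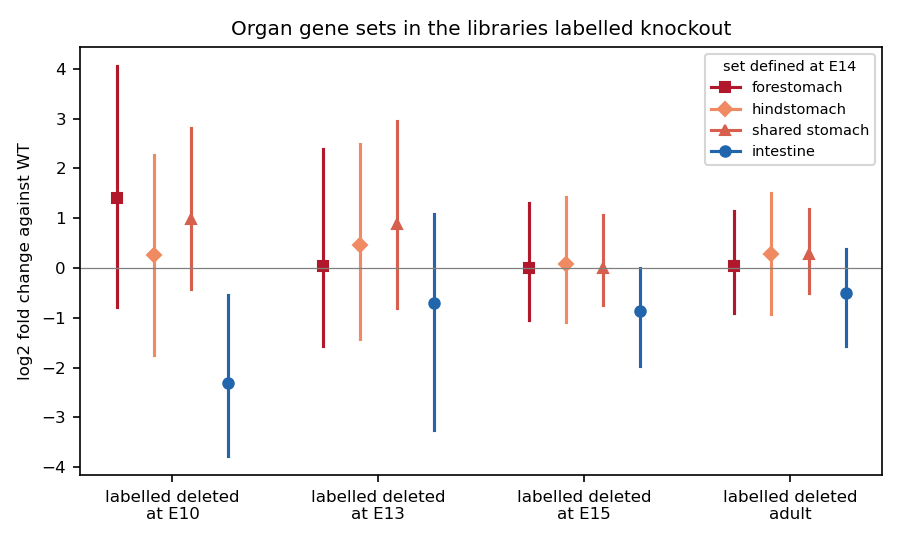
Median log2 fold change against WT (points) and the range between the quartiles (lines) of the genes in the 4 organ sets defined at E14, for libraries labelled deleted at E10, E13, E15 and in the adult. The intestine set has the lowest median in each comparison, at -2.30, -0.70, -0.87 and -0.50.

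Deletion at E10 was compared with deletion at E13 among libraries labelled with these days, both collected at E16. Of 17239 genes, 9891 were called, 4846 higher and 5045 lower after deletion at E10. RLE gave 5161 higher and 4710 lower, DESeq2 5161 and 4585, and thinning 4711 and 4416, so the larger direction depended on the processing. The intestine set was lower after deletion at E10 (median log2 fold change -0.96, camera in limma, adjusted p 0.000219), while the forestomach set did not pass (median 1.20, camera in limma, adjusted p 0.0986). The largest changes were Mir6236 and Lypd2, at least 5850-fold and at least 1560-fold higher, Cym (log2 fold change 16.45, SE 0.51, edgeR adjusted p 3.0e-15), Akp3 (log2 fold change -16.88, SE 0.61, edgeR adjusted p 6.4e-11), and Cyp4a10 and Ky, at least 640-fold and at least 182-fold lower. The identity of Mir6236 is uncertain here too. Cym took 8.26% to 11.7% of all counts in the libraries labelled deleted at E10. These groups also differed in the Cre driver and in tamoxifen.

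The effects labelled E13 and E15 shared little. Of the genes called in both, 326 were higher in both, 465 lower in both and 959 opposite, and Spearman's rho of the log2 fold changes across all 17239 genes was -0.014. An interaction test of the E15 effect against the E13 effect called 6536 genes, 3117 higher and 3419 lower. The effects labelled E15 and adult shared 413 genes higher in both and 755 lower in both, with 43 opposite and a rho of 0.584. For E10 and E13 these were 997, 1490 and 1448, with a rho of 0.256. Both of these effects were measured against the same E16 WT libraries, which alone raises their agreement. The rho of 0.256 can therefore not be set against that of -0.014 or 0.584.

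**Figure D4:**
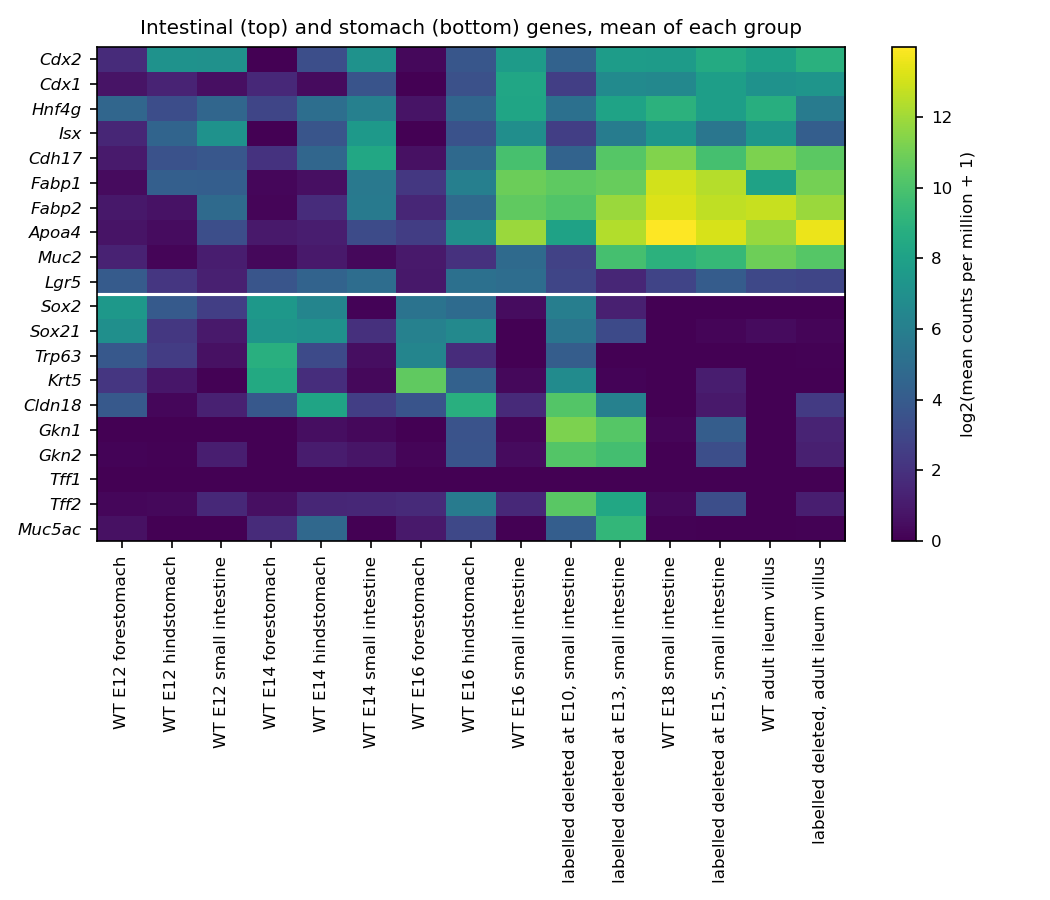
Mean CPM on the scale log2(CPM + 1), as colour, of the 10 intestinal (above the white line) and 10 stomach genes of the fixed list (vertical axis) in each of the 15 groups (horizontal axis). Cldn18, Gkn1, Gkn2 and Tff2 are brightest in the libraries labelled deleted at E10, at 1190, 2360, 1190 and 1350 CPM, and Muc5ac in those labelled deleted at E13, at 611 CPM.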

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

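Of the tests in this part, only the comparison with adult libraries was set before its value was seen; the others were chosen afterwards. Each result here is a difference between effects that was itself tested in edgeR.

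The difference between organs changed from E12 to E16 for 3489 genes (forestomach against hindstomach), 5312 (forestomach against small intestine) and 3504 (hindstomach against small intestine). The E16 forestomach libraries were the shallowest. With every embryonic library thinned to the same total, the interactions called 3309, 5039 and 3216 genes, so a difference in depth does not account for them. RNA from other cells remains open for all 3 interactions. In the E16 forestomach libraries, 29 erythroid, mesenchymal and immune marker genes took 3.97% and 4.96% of the counts (mean 4.46%), against at most 1.14% in the other 18 WT embryonic libraries. The share of 5 epithelial marker genes was 0.157% and 0.162%, against 0.328% or more. That highest share of 1.14% was itself from E16 hindstomach. There, the 10 muscle and mesenchyme markers took 0.837% and 0.863% of the counts, against 0.00349% and 0.0102% in E12 hindstomach and 0.146% and 0.159% in E16 small intestine. The epithelial share in E16 hindstomach, 0.751% and 0.782%, was not lower than at E12 (0.350% and 0.396%). Epcam, used for the sort, did fall in hindstomach, from 807 ± 115 CPM at E12 and 744 ± 10.6 at E14 to 410 ± 14.8 at E16 (SD, n = 2 each). RNA from other cells may therefore add to the interactions with forestomach and to that of hindstomach with small intestine. For the counts as a whole, a biological hypothesis, that the 3 epithelia diverge after E14, cannot be told apart from a change in cell purity. In small intestine, mean CPM from E14 to E16 rose from 8.24 to 3760 for Apoa4 and 48.6 to 1840 for Fabp1. Fabp2 rose from 51.1 to 1500 and Cdx1 from 11.4 to 312. The epithelial share there rose from 0.428% and 0.436% to 0.839% and 0.862%, which argues against purity alone for these genes. Among the other listed intestinal genes, Cdx2 (138 to 207) and Lgr5 (31.2 to 31.4) moved less and Isx fell (180 to 121).

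The effect in the libraries labelled deleted at E15 differed from that labelled E13 for 6536 genes, and 6114 after thinning, so depth does not account for the count. The strain difference between knockout and WT is the same in both comparisons. A strain difference would raise the correlation of the effects across all genes. Their rho was -0.014, but other differences between these groups could hide a shared part, so this test cannot tell. The libraries labelled deleted at E13 stood apart from their stage. Their mean Spearman rho with adult WT ileum exceeded that with E16 WT small intestine by 0.081 (0.921 against 0.840), although the adult libraries were made with another kit. Their rho was 0.933 with E18 WT and 0.957 with the libraries labelled deleted at E15, while E16 WT itself stood at 0.805 with adult WT. The libraries labelled deleted at E10, also collected at E16, stood at 0.686 with adult WT and 0.815 with E16 WT. A candidate explanation is that the libraries labelled deleted at E13 came from a later stage than E16, and another is that deletion at E13 shifts expression toward later stages. These data do not separate them. By the labels' protocols, E16 epithelium was sorted after trypsin, and E18 and adult epithelium was released with EDTA. Nearness to E18 and adult libraries therefore mixes stage with cell isolation. The E16 and E18 WT groups behind the effects labelled E13 and E15 also differ in both. Other explanations also remain. The 2 libraries labelled deleted at E13 differed by a chi-square of 2.61 per degree of freedom, against 9.65 for the E16 WT pair, so they may be replicates of one preparation. The E18 WT pair, at 1.56, was closer still, so it too may be replicates of one preparation. Its SDs, and the 3015 genes called against it, may then not reflect the spread between animals. The pair labelled deleted at E15 stood at 5.33. Those labelled deleted at E13 held 0 counts of the Y gene Ddx3y and more of Xist than E16 WT (log2 fold change 4.12), so sex composition differs with the label. RNA from other cells also differed. Muscle and mesenchyme markers took 0.146% and 0.159% of the counts in E16 WT small intestine and 0.00157% and 0.00167% in the libraries labelled deleted at E13. Immune markers took 0.0388% and 0.0390% in the former and 0.131% and 0.136% in the latter. Its part in the interaction was not tested and cannot be excluded.

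Deletion at E10 differed from deletion at E13 for 9891 genes. Leaving out the few genes taking most counts, those over 1 percent of any library, gave 9883 genes. TMM already trims such genes and the median of all genes moved by 0, so this test cannot exclude an effect of a few genes taking most counts. Thinning gave 9127 genes, so depth does not account for the count. The Cre driver, tamoxifen and the nearness of the libraries labelled deleted at E13 to E18 and adult libraries all follow the same split. So does the share of muscle and mesenchyme markers, at 0.00937% to 0.0145% labelled E10. None of these can be told apart from the day of deletion.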

How the results depend on the processing

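Which alternatives were added after seeing the data is stated with the methods. Except where a cause is named, the cause of a change was not tested.

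Among the 24 counts of called genes, RLE scaling, DESeq2 and no filter kept each within 1.5 times, as did thinning where run. Leaving out genes over 1 percent hardly moved any median and shows no stability. A fit of only the groups compared moved 7. At E12, forestomach against small intestine went from 1740 to 188 and hindstomach against small intestine from 1599 to 122, and small intestine from E12 to E14 went from 2795 to 214. At E14, forestomach against hindstomach went from 1459 to 2233 and hindstomach against small intestine from 1178 to 2480. The interactions of forestomach and of hindstomach against small intestine went from 5312 to 3532 and from 3504 to 1890. The E12 small intestine pair had the lowest replicate correlation among the WT organs, at 0.947. Whether that caused the changes at E12 was not tested.

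Dropping the fold change minimum moved 13 counts. Between organs they were 2834 (from 1740) for forestomach and 2549 (from 1599) for hindstomach against small intestine at E12, 3142 (from 2059) and 1940 (from 1178) for the same pairs at E14, and 5674 (from 3464) for forestomach against hindstomach and 6657 (from 4422) for hindstomach against small intestine at E16. Over time they were 4357 (from 2192), 5380 (from 2971) and 5159 (from 2795) from E12 to E14 in forestomach, hindstomach and small intestine, and 6081 (from 3796) and 7029 (from 4415) from E14 to E16 in hindstomach and small intestine. Among knockouts they were 5239 (from 3015) labelled E15 and 4298 (from 2544) adult.

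Same-numbered embryonic libraries deviated together by correlations of -0.038 to 0.097. With the replicate number as a block, each of the 24 counts stayed within 1.5 times, as with 2135 genes for forestomach against small intestine at E12. One set changed under the block, the forestomach set between deletions at E10 and E13 (median 1.36, camera in limma, adjusted p 0.0116).

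Sets defined at E16 share the E16 WT libraries with the comparisons labelled E10 and E13, which biases their genes there, so they show no stability for these. With them, medians reversed for the forestomach (-0.25), shared stomach (-0.29) and intestine (0.055) sets labelled E13, the forestomach (-0.16) and shared stomach (-0.15) sets in the adult, and the hindstomach set between E10 and E13 (0.24). The shared stomach set labelled E10 (0.54) and the hindstomach set labelled E13 (0) no longer passed, and the forestomach (1.39) and shared stomach (1.11) sets between E10 and E13 then passed. The intestine set passed in the libraries labelled E15 and adult under each alternative that gave a p, and in those labelled E10 likewise, where the sets defined at E16 do not count.

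The fry test, which does not compare a set with other genes, passed 9 sets that camera did not. They were hindstomach labelled E10 (0.27), forestomach (0.036) and intestine (-0.70) labelled E13, hindstomach (0.088) and shared stomach (0) labelled E15, shared stomach in the adult (0.28), and forestomach (1.20), hindstomach (-0.11) and shared stomach (0.29) between E10 and E13. Without the filter, the forestomach set between E10 and E13 passed (1.18) and that in the adult reversed (-0.01). RLE scaling reversed the hindstomach set between E10 and E13 (0.036). It moved the median of all genes there by 0.144, so the reversal does not show a change of the set relative to other genes. With the adult rows as deposited, the forestomach set reversed (-0.025), the hindstomach set (0.288) no longer passed (camera in limma, adjusted p 0.0608), and 2545 genes were called against 2544.

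Without the filter, between-organ correlations rose for forestomach with hindstomach at E12 (0.9495), for all pairs at E14 (0.9578, 0.943 and 0.9658) and at E16 (0.9101, 0.8427 and 0.9089), in the order forestomach with hindstomach, forestomach with small intestine and hindstomach with small intestine.

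Leaving out each library in turn gave these ranges of set medians. Labelled E10, the hindstomach set ran from 0.17 to 0.48. Labelled E13, forestomach ran from 0 to 0.20, hindstomach from 0.41 to 0.52, shared stomach from 0.84 to 1.05 and intestine from -0.70 to -0.64. Labelled E15, forestomach ran from 0 to 0.062, hindstomach from 0.037 to 0.14 and intestine from -0.87 to -0.75. In the adult, forestomach ran from -0.036 to 0.042, hindstomach from 0.29 to 0.46, shared stomach from 0.19 to 0.39 and intestine from -0.53 to -0.42. Between E10 and E13, forestomach ran from 1.06 to 1.36. Of the genes called, at least 96.95% kept their direction in each such fit.

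Genes that reversed when a library was left out were Fabp1 labelled E10 (-1.06 to 0.048), Cdx2 labelled E13 (-0.019 to 0.13), Krt5 labelled E13 (-2.18 to 4.45), Lgr5 in the adult (-0.53 to 0.35), and at E16 Gkn2 (-6.11 to 1.52) and Tff2 (-0.027 to 0.17) in forestomach and Lgr5 in hindstomach (-0.18 to 0.48) against small intestine. None of these genes was called with all libraries. With the replicate block, Fabp1 labelled E10 was called at -1.16 (edgeR adjusted p 0.000271). Cdx2 labelled E13 also reversed after thinning (-0.04). Among 1112 values of 165 named gene results under the other alternatives, 1094 kept their direction and call, 7 were weaker, 10 stronger and 1 reversed. The 10 include Fabp1 labelled E10 under the block, and the 1 reversed is Cdx2 labelled E13 after thinning.

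At 5970227 and 6335340 counts, the E16 forestomach libraries set the highest floor, so the folds against forestomach at 0 counts are the loosest lower bounds.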

Other observations

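The tests of the E12 hindstomach were set before their values were seen, though after the Cdx2 counts; the comparison of single genes at E12 and the tests of the knockout labels were chosen afterwards.

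Cdx2 counts were not lower in the libraries labelled deleted at E13, E15 or in the adult. If knockout and WT labels were swapped, stomach genes of the fixed list would be lower in the libraries labelled knockout. Instead 6 of 9 tested stomach genes were called higher at E13, 4 of 9 at E15 and 4 of 4 in the adult, which goes against knockout and WT labels swapped in each of these groups. Transcripts of the recombined allele still counted are a candidate explanation that gene counts cannot test. The log2 fold change of -3.40 in the libraries labelled deleted at E10 shows that the gene count can fall with a deletion label. It does not show why it did not fall in the others.

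In E12 hindstomach, Cdx2 was as high as in E12 small intestine while Sox2 stood at 14.8 ± 8.15 CPM against 172 ± 17.7 in E12 forestomach and 80.2 ± 17 in E14 hindstomach (SD, n = 2 each). If hindstomach and small intestine labels were swapped at E12, the intestine set would be higher in hindstomach, but its median log2 fold change was -0.41. The shared stomach set, with a median of 0.58, also went against hindstomach and small intestine labels swapped at E12. The forestomach set had a median of 0.43. It barely differed between forestomach and hindstomach at E12 (median 0.054), so it did not mark the forestomach then and is not counted. The hindstomach set had a median of -0.18, but it was also higher in forestomach than in hindstomach at E12 (median 1.07), so it did not mark the hindstomach at that stage. Of the 1740 genes called between forestomach and small intestine at E12, 61.0% had their hindstomach mean between the other organs. Genes of the hindstomach itself would lie outside that range with or without small intestine cells, so this share cannot tell a mixture with small intestine cells from its absence. Single genes were lower in hindstomach than in small intestine at E12, at 21.6 ± 2.26 against 141 ± 7.07 CPM for Isx and 0.594 ± 0.204 against 27.9 ± 6.08 CPM for Fabp2 (SD, n = 2 each), while Fabp1 stood at 17.7 ± 0.566 against 17.2 ± 1.91. A mixture with cells like those of the small intestine libraries would raise Isx and Fabp2 along with Cdx2, so it is unlikely to account for the Cdx2 counts. Early Cdx2 expression in the hindstomach may explain them, as a hypothesis. Only a label swap and a mixture were examined here. Gene counts cannot show where the tissue was cut at E12, so a difference in dissection remains open. The E12 organ comparisons and the interactions of E16 against E12 that involve hindstomach use the same libraries.

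The sex-linked genes differed between groups. Ddx3y, on the Y chromosome, had 0 counts in all E14 WT libraries, in the libraries labelled deleted at E13 and in all adult libraries. It had 276 and 287 counts in E16 WT small intestine and 119 to 530 in the libraries labelled deleted at E10. In CPM it was highest among all 31 libraries in the E18 WT libraries (86.8 and 95.4) and those labelled deleted at E15 (76.9 and 86.7). Xist had 2 to 6 counts in the E18 WT libraries and those labelled deleted at E15, against 18165 and 20335 in those labelled deleted at E13. Among the libraries labelled deleted at E10, Xist had 10, 38 and 670 counts.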
